# Epigenetic activation during T helper 17 cell differentiation is mediated by Tripartite motif containing 28

**DOI:** 10.1038/s41467-018-03852-2

**Published:** 2018-04-12

**Authors:** Yu Jiang, Ying Liu, Huiping Lu, Shao-Cong Sun, Wei Jin, Xiaohu Wang, Chen Dong

## Abstract

Epigenetic regulation is important for T-cell fate decision. Although STAT3 is known to initiate Th17 differentiation program, the downstream mechanism is unclear. Here we show that Tripartite motif containing 28 (*Trim28*) expression in Th17 cells is required for Th17-mediated cytokine production and experimental autoimmune diseases. Genome-wide occupancy analysis reveals that TRIM28-bound regions overlap with almost all Th17-specific super-enhancers (SE), and that those SEs are impaired by the deficiency of STAT3 or TRIM28, but not of RORγt. Importantly, IL-6-STAT3 signaling facilitates TRIM28 binding to the *Il17-Il17f* locus, and this process is required for epigenetic activation and high-order chromosomal interaction. TRIM28 also forms a complex with STAT3 and RORγt, and promotes the recruitment of RORγt to its target cytokine genes. Our study thus suggests TRIM28 to be important for the epigenetic activation during Th17 cell differentiation, and prompts the potential use of epigenetic interventions for Th17-related autoimmune diseases.

## Abstract (web summary)

T help 17 (Th17) cells are important mediators for both protective and pathogenic immune reactions, but how their functions are regulated at the epigenetic level is not understood. Here the authors show that TRIM28, a cofactor for transcriptional regulation, is important for epigenetic activation of Th17-related gene loci during Th17 response.

## Introduction

Upon activation, naive CD4^+^ T cells undergo differentiation into different types of T helper cells including T helper 1 (Th1), Th2, Th17 and T follicular helper (Tfh) cells characterized by different cytokine profiles and effector functions. Not only providing a great model for studying gene regulation and cellular differentiation, Th17 cells are also physiologically potent inducers of tissue inflammation with diverse functions in host defense against bacterial and fungal infections and maintenance of barrier homeostasis^1–5^. Transforming growth factor beta (TGF-β) and interleukin 6 (IL-6) are the initial cytokines that drive the lineage commitment of Th17 development^6–8^. Other cytokines like IL-1β, IL-21, and IL-23 are crucial for the expansion, stability, or functional maturation of Th17 cells^9–14^. RAR-related orphan receptor gamma (RORγt) is the master transcription factor for Th17 cells that is necessary and sufficient to drive *Il17* expression and Th17 differentiation, and loss of RORγt in T cells impaired Th17 cell development and resulted in resistance to many experimental inflammatory diseases^15^. RORγt upregulation requires signal transducer and activator of transcription 3 (STAT3), which acts downstream of IL-6 as well as IL-21 and IL-23^14, 16^. STAT3 is also a key factor in inhibiting TGF-β-induced FOXP3 that binds and antagonizes the function of RORγt in Th17 cells, and STAT3 deficiency skews Th17 differentiation towards anti-inflammatory Treg cells^14,16^.

Epigenetic mechanisms have been reported as key players in T-cell differentiation in response to developmental or environmental cues. Global mapping of histone modifications and DNA methylation/demethylation in different T-cell subsets and loss-of-function studies have clearly demonstrated a crucial function of epigenetic regulators in mediating the development and plasticity of T cells^17,18^. Super-enhancers (SE) were discovered as clusters of enhancers in close proximity with unusual strong enrichment of transcription activators. Coactivators, such as p300 and enhancer-related histone modifications like H3K27Ac, have been used to define SEs. Often near genes associated with cell fate determination, SEs exhibit lineage specificity^19^. It has been reported that different T-cell subsets harbor distinct SE catalogs, predominantly at the regions encoding cytokines and related receptors, as measured by p300 loading intensity^20^. Lineage-regulating transcription factors are enriched at SEs; in particular, STAT proteins selectively and preferentially bind to SEs over typical enhancers (TE), and loss of STATs result in impaired p300 recruitment and the establishment of active enhancers in Th1 and Th2 cells^20,21^. Though this suggests STATs function via the SEs, the mechanism underlying SE establishment and regulation remains largely elusive.

Tripartite motif containing 28 (TRIM28), also called TIF1β or KAP1, is a member of the TIF1 family proteins with a PHD domain and a bromo domain in the C-terminal that may recognize specific histone modifications. TRIM28 was initially identified as a nuclear co-repressor for KRAB-domain containing zinc finger proteins^22^. Upon tethering to chromatin by its partners, TRIM28 functions as a scaffold protein to recruit chromatin modifiers like CHD3/Mi2 of the NuRD complex, heterochromatin protein HP1, histone methyltransferase SETDB1 and DNA methyltransferases DNMTs to induce heterochromatin formation, histone deacetylation and DNA methylation that cause gene silencing or imprinting^23–26^. In the immune system, genetic deletion of TRIM28 in all T cells results in autoimmune phenotype and elevated Th17 response in vivo^27^; however, due to the defective function of anti-inflammatory Treg cells in these mice and a lack of molecular study, the intrinsic role of TRIM28 in T helper cell differentiation is unclear.

Here, we identify TRIM28 as an important regulator during Th17 cell development. In contrast to its well-known function as a co-repressor, TRIM28 positively regulates Th17 transcription program, whose deletion results in impaired Th17 differentiation in vitro and ameliorates inflammatory diseases in vivo. Mechanistically, TRIM28 is recruited to STAT3-occupied genes in response to cytokine stimuli, which in turn regulates epigenetic activation, SE establishment, and RORγt recruitment. Thus, TRIM28 is a key factor linking cytokine signaling and epigenetic activation during Th17 cell development.

## Results

### Loss of TRIM28 in naive T cells ameliorates colitis disease

To investigate the potential role of TRIM28 in helper T-cell function, we generated conditional knockout mice by crossing mice with loxP-flanked *Trim28* alleles to mice with transgenic expression of Cre driven by the *Cd4* promoter (hereafter as *Trim28*^*−/−*^ mice). Examination of peripheral T cells revealed complete excision of the *Trim28* gene in these cells from KO mice. Although it was previously reported that genetic deletion of TRIM28 in T cells using the proximal Lckcre resulted in reduced numbers of T cells in the peripheral and autoimmune phenotypes with elevated IFN-γ and IL-17 production by 23 weeks of age^27^, our *Trim28*^*−/−*^ mice developed apparently normally with no obvious difference in their T-cell development both in the thymus and peripheral (Supplementary Fig. 1a, b). In addition, T activation status in the peripheral appeared normal in these mice at young age (6–8 weeks), and they became slightly more but not significantly activated (*p* > 0.05, by Student’s *t* test) at 20 weeks old (Fig. 1a, Supplementary Fig. 1a, b). Since *Trim28* deletion by Lckcre occurs in the CD4^−^CD8^−^ DN stage, much earlier than CD4cre, and TRIM28 is highly expressed in the thymus^28^, there might be a potential function of TRIM28 in early T-cell development. In addition, higher proportions of naive T cell in our WT mice at 20 weeks of age also suggests different housing environment and microbiota may contribute to the different phenotypes in a cell-extrinsic way.

**Fig. 1:**
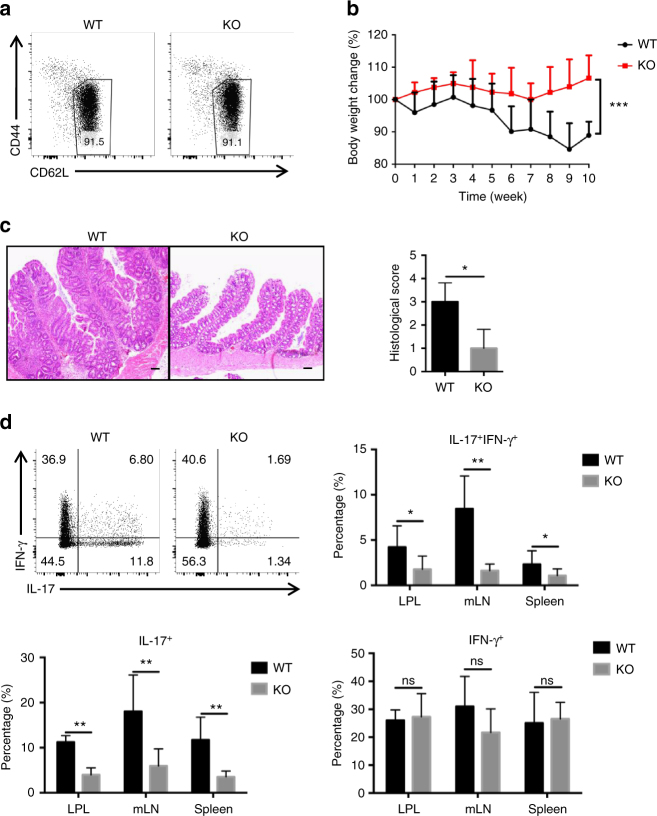
TRIM28 regulated Th17 cell differentiation in vivo. **a** Naive T cells (CD4^+^CD25^−^CD62L^hi^CD44^lo^) isolated from the spleen and peripheral lymph nodes in wild type (WT) and *Trim28*^*−/−*^ mice at the age of 6–7 weeks. **b** Body weight changes in *Rag1*^−^^*/−*^ mice receiving WT or *Trim28*^−^^*/−*^ naive CD4^+^CD25^−^CD62L^hi^ CD45RB^hi^ T cells in the transfer colitis model (WT: *n* = 6, *Trim28*^*−/−*^: *n* = 6, two mice in WT group died before sacrificed), and two-way ANOVA was used for the statistical test. **c** H&E staining of the large intestines of *Rag1*^*−/−*^ mice receiving WT or *Trim28*^*−/−*^ naive T cells (scale bars: 100 μm). **d** Intracellular staining results and statistic data of the IL-17 and IFN-γ expression in the lamina propria (LPL) of large intestine, mesenteric lymph nodes (mLN), and spleen (WT: *n* = 4, *Trim28*^−^^*/−*^: *n* = 6) and Student’s *t *test was used for the statistical test (ns = not significant; *p < 0.05, **p < 0.01, ***p < 0.005). All error bars represent SDs. These experiments were repeated for three times with the consistent results

To assess the function of TRIM28 in naive T cells in vivo, we used a T-cell transfer colitis model in which *Rag1*^*−/−*^ mice were injected with CD4^+^CD45RB^hi^ naive T cells isolated from WT or *Trim28*^*−/−*^ mice. Compared with mice with WT T cells, those containing *Trim28*^*−/−*^ T cells were ameliorated in colitis disease with less body weight loss (Fig. 1b, c). In line with this finding, *Trim28*^*−/−*^ T cells had reduced Th17 cell development in both intestinal lamina propria and mesenteric lymph nodes of recipient mice, while no significant difference (*p* > 0.05, by Student’s *t* test) was found in the total T-cell numbers in lamina propria or IFNγ-producing Th1 or Foxp3^+^ Treg cells (Fig. 1d, Supplementary Fig. 1c).

### TRIM28 regulates Th17 differentiation in vitro

The above results suggest a function of TRIM28 in regulating Th17 cell development. In order to assess this, we isolated naive CD4^+^ T cells from WT and *Trim28*^*−/*^^−^ mice and conducted T-cell differentiation in vitro. In agreement with the in vivo results, *Trim28* ablation led to severely defective Th17 differentiation under all Th17-polarizing conditions examined, characterized by reduced IL-17 and increased Foxp3 expression (Fig. 2a, Supplementary Fig. 2a). However, *Trim28-*deficient cells exhibited no obvious difference in iTreg differentiation, and modest defects in Th1 and Th2 cell development (Supplementary Fig. 2b). Further studies showed that loss of *Trim28* also reduced mRNA levels of the *Il17* and *Il17f* genes, but did not affect key Th17-related transcription factor expression, including *Rorc*, *Stat3*, *Rorα*, *Irf4* and *Batf*, or *Tbx21* and *Gata3*, the master transcription factors for Th1 and Th2 cells, respectively (Fig. 2b, Supplementary Fig. 2c). 

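In the RNA-seq libraries shown in Fig. 2c, *Foxp3*, which lies on the X chromosome of GRCm38 from 7579676 to 7595243, had 1 read in the WT library of 6650066 reads and 8 reads in the KO library of 6185108 reads. There was 1 library per genotype, so this difference has no replicate check. The log2 fold change (KO/WT, with 0.5 added to each count scaled to the library total) was 2.61, and its exact 95% interval, from the share of the reads that came from the KO library, ran from 0.21 to 8.58. With fewer than 10 reads over both libraries, *Foxp3* was not among the genes tested. Among all genes with at least 1 read, its adjusted p was 0.0517 from the exact binomial test with Benjamini-Hochberg adjustment, and among genes with at least 1 CPM (count scaled to a library of 1000000 reads) in at least 1 library it was 0.0411. These tests compare the 2 libraries, not the genotypes.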

Notably, *Foxp3* gene expression was increased at both protein and mRNA levels in *Trim28*^−*/*−^ cells in *Trim28*^*−/*^^−^ cells under Th17 conditions (Fig. 2a–c).

**Fig. 2:**
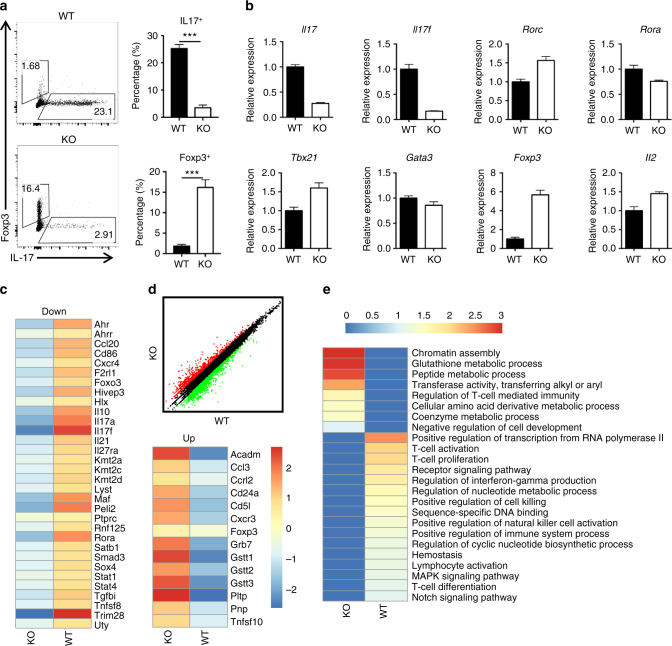
TRIM28 KO CD4^+^ T cells were defective in Th17 differentiation. WT or TRIM28-deficient naive CD4^+^ T cells were polarized into Th17 cells in the presence of TGF-β and IL-6 for 3 days, and then re-stimulated for intracellular staining and mRNA analysis. **a** Intracellular staining results and their statistics (Student’s *t *test; ns not significant; *p < 0.05, **p < 0.01, ***p < 0.005). **b** The relative mRNA expression levels as determined by real-time PCR assay. **c**,** d** Heatmap (left and lower right) and scatter diagram (upper right) of RNA-seq results obtained from WT and TRIM28 KO Th17 cells (anti-CD3 re-stimulated); **e** Heatmap of pathway analysis from RNA-seq data obtained from WT and TRIM28 KO Th17 cells. All error bars represent SDs. **a**, **b** Representative data of three independent experiments

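Naive CD4+ T cells, helper T cells that have not met their antigen, from WT and *Trim28*-/- mice were cultured for 3 days with 0.5 ng/ml TGF-β and 20 ng/ml IL-6, the cytokines that direct them to become Th17 cells, and were re-stimulated with anti-CD3 before RNA was extracted. RNA-seq was done on 1 library per genotype, so no difference given for these libraries has a replicate check. The authors mapped the reads to the mouse genome mm10 with SOAP2 and deposited the number of uniquely assigned reads per gene, as raw counts without normalization. The WT library held 6650066 such reads on 13078 genes and the KO library 6185108 reads on 12754 genes. Together they list 13704 genes, and a gene listed in only 1 library was taken to have 0 reads in the other. Counts were divided by the library total, and log2 fold changes (KO/WT) were computed with 0.5 added to each count. The 10881 genes with at least 10 reads over both libraries were tested with a two-sided exact binomial test of the reads of the 2 libraries with Benjamini-Hochberg adjustment, which compares these libraries and not the genotypes. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, the limits that the paper gives. Exact (Clopper-Pearson) 95% intervals of a fold change cover counting error only, since reads without molecular identifiers are not independent molecules and differences between cultures are not seen with 1 library. The smallest level that the depth can show, taken as 3 reads, is 0.451 CPM (counts scaled to a library of 1000000 reads) in the WT library and 0.485 CPM in the KO library. The 10 genes with the most reads took 6.41% of the WT reads and 6.23% of the KO reads. *Trim28* itself, on chromosome 7 of GRCm38 from 13024152 to 13031032 with 17 exons, had 4485 reads (674 CPM) in the WT library and 180 reads (29.1 CPM) in the KO library. Its log2 fold change was -4.53, with a 95% interval from -4.76 to -4.32.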

To globally analyze the genes regulated by TRIM28, we performed RNA-seq analysis of WT vs. *Trim28*^*−/−*^ Th17 cells generated in vitro in the presence of TGF-β and IL-6. Consistent with the qPCR results, *Trim28* deficiency led to impaired cytokine but not key transcription factor expression under Th17 condition, except increased *Foxp3* expression (Fig. 2b, c). 

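*Il17a* and *Il17f*, which lie side by side on chromosome 1 of GRCm38 from 20730905 to 20734496 and from 20777146 to 20785274, were among the cytokine genes with the most reads. *Il17a* had 2226 reads in the WT library and 381 in the KO library, a log2 fold change of -2.44 (95% interval from -2.60 to -2.28). *Il17f* had 3143 and 345 reads, a log2 fold change of -3.08 (95% interval from -3.25 to -2.92). *Il21* was called lower with 3537 and 1233 reads and a log2 fold change of -1.42. *Il10* had 26 reads in the WT library and 0 in the KO library, and *Ccl20* 12 and 0, so that only the bound of their log2 fold changes nearer to 0 can be given, -2.61 and -1.37. *Ifng* was listed in neither library. Of 33 cytokine and chemokine genes, 23 had enough reads to be tested, of which 7 were called lower and 2 higher. Their median log2 fold change was -0.23, at percentile 7.78 of the medians of 10000 random lists of the same size matched on mean expression. Correcting the fold changes for transcript length moved this median most, to -0.39 at percentile 0.13.
Of 6 transcription factors named as not affected (*Stat3*, *Rora*, *Irf4*, *Batf*, *Tbx21* and *Gata3*), 5 changed by less than 2-fold. The log2 fold change was -0.85 for *Irf4* (10145 and 5222 reads) and 0.76 for *Batf* (499 and 784 reads), each past the counting error of the 2 libraries (95% intervals from -0.90 to -0.81 and from 0.59 to 0.92). For *Stat3* it was 0.24 with only 93 and 102 reads, and for *Tbx21* 0.45 with 62 and 79 reads, with intervals that include 0. *Gata3* had 75 and 100 reads and a log2 fold change of 0.52, past the counting error (95% interval from 0.07 to 0.97). *Rora* was called lower, with 258 and 45 reads and a log2 fold change of -2.40 (95% interval from -2.91 to -1.95). It stayed called with the length correction, at -1.89. The calls of *Il17a*, *Il17f*, *Il21* and *Rora* were kept by edgeR's exact test when a coefficient of variation of 0.2 between cultures was assumed, and none of them was kept at 0.4.

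**Figure D1:**
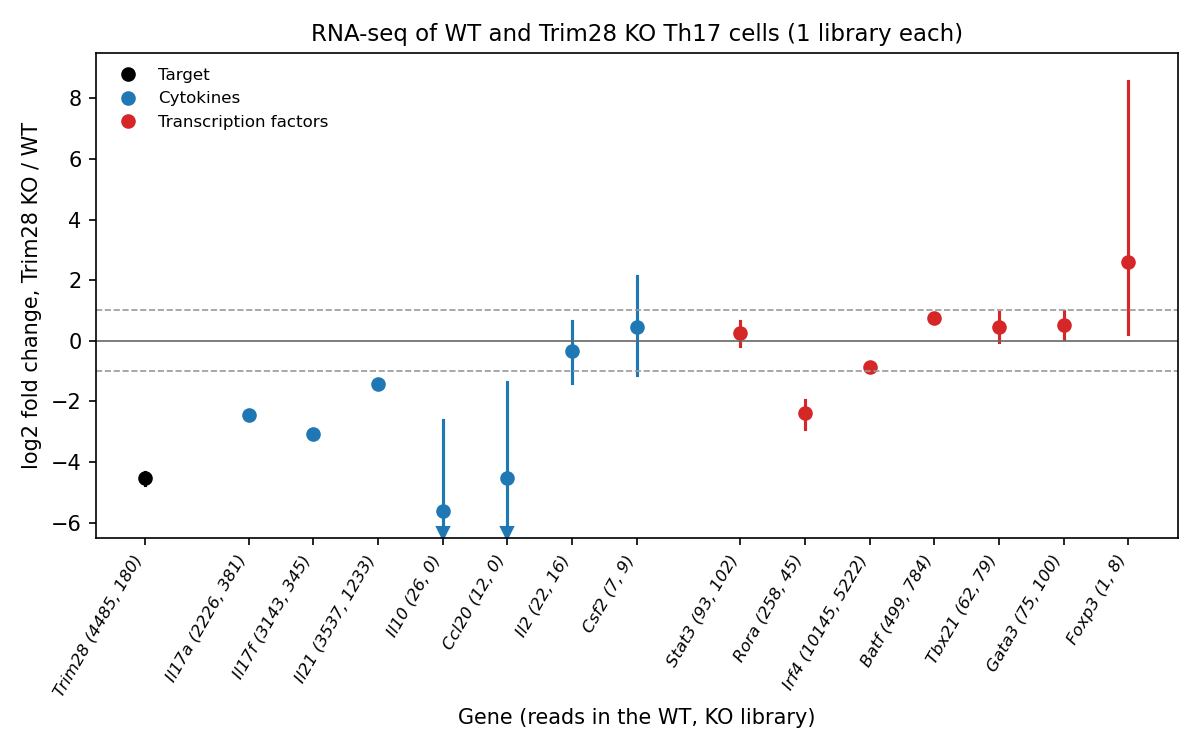
Log2 fold change (KO/WT, y axis) of *Trim28*, 7 cytokine genes and 7 transcription factors in the 2 RNA-seq libraries, with the reads in the WT and KO library in brackets under each gene (x axis). Points are the fold changes, bars the exact 95% intervals from the reads, arrows intervals with no lower bound and dashed lines 2-fold changes. *Il17a*, *Il17f*, *Il21*, *Il10*, *Ccl20* and *Rora* lie below the lower dashed line together with *Trim28*, while the interval of *Foxp3*, with 1 and 8 reads, reaches from 0.21 to 8.58.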

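The 7 Treg-associated genes named in the paper were all tested in the 2 RNA-seq libraries, and none was called lower or higher. The highest log2 fold change was 0.43, for *Tnfrsf18* (the gene of GITR), with 505 reads in the WT library and 635 in the KO library (95% interval from 0.26 to 0.61). *Tgfb3* had 161 and 196 reads (log2 fold change 0.39), and *Tgfb1* had 3602 and 3855 reads (0.20, with an interval from 0.14 to 0.27). *Ctla4* (442 and 362 reads) and *Ikzf4* (494 and 400 reads) had log2 fold changes of -0.18 and -0.20. *Ebi3*, with 36 and 22 reads, and *Ikzf2*, with 16 and 11 reads, had log2 fold changes of -0.59 and -0.42, whose intervals include 0. Their intervals ran from -1.44 to 0.20 and from -1.69 to 0.76, before any correction for transcript length. The median of the 7 genes was -0.18, at percentile 19.3 of the medians of 10000 random lists matched on mean expression. After correction for transcript length the median was 0.04, at percentile 56.0, *Ikzf2* and *Ikzf4* moved to 0.04 and 0.03, *Tnfrsf18* to 0.19, *Ctla4* to -0.35 and *Ebi3* to -0.84.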

Despite this, we did not observe a global upregulation of other Treg-associated genes, e.g. *Ikzf2*, *Ikzf4*, *Ctla4*, *Gitr*, *Tgfb1*, *Tgfb3*, *Ebi3* in the KO cells (Supplementary Fig. 2c). 

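Of the 10881 genes tested, 602 were called lower and 280 higher in the KO library. The genes called lower were 68.3% of the 882 called genes (Wilson 95% interval from 65.1% to 71.2%). As a ratio, these counts moved most when variation between cultures was assumed: with edgeR's exact test and a coefficient of variation of 0.4, 9 genes were called lower and 7 higher. In number of genes they moved most at a fold change of at least 1.5, with 1248 lower and 764 higher. All 32 genes in the Down heatmap of Fig. 2c were called lower, with log2 fold changes from -6.72 (*Peli2*, 170 reads in the WT library and 1 in the KO library) to -1.01 (*Ahrr*, 115 and 53 reads). *Maf*, on chromosome 8 from 115703253 to 115706894, had 6699 and 1431 reads (log2 fold change -2.12, 95% interval from -2.21 to -2.04). *Ahr* had 816 and 185 reads (-2.03), and *Hivep3* 3179 and 814 reads (-1.86). *Hlx*, with 17 and 4 reads, and *Ptprc*, with 35 and 13 reads, rested on the fewest reads among those found in both libraries. Fold changes across genes fell with transcript length, and after correction for it 22 of the 32 genes were still called. The histone methyltransferase genes *Kmt2a*, *Kmt2c* and *Kmt2d*, with log2 fold changes of -1.05, -1.22 and -1.27 before the correction and of -0.39, -0.60 and -0.55 after it, were among the 10 that were not. With edgeR's exact test, 13 of the 32 genes were still called at an assumed coefficient of variation of 0.2 and 2 at 0.4. Of the 14 genes in the Up heatmap, 13 were called higher, and *Foxp3* had too few reads to be tested. Of these 13, 9 were still called at a coefficient of variation of 0.2 and 0 at 0.4. *Pltp* (43 and 309 reads) and *Cd5l* (6 and 46 reads) each had a log2 fold change of 2.94, and *Acadm* (421 and 2041 reads) one of 2.38. *Gstt1*, *Gstt2* and *Gstt3*, which lie together on chromosome 10 between 75774117 and 75837419, had log2 fold changes of 2.58, 1.65 and 2.49. These glutathione S-transferase genes are related in sequence, and how the authors' counting treated reads that fit more than 1 of them is not stated in the paper's text. *Ccrl2*, with 1 and 10 reads, had the fewest reads of those called. Setting the larger number of genes with lower expression, the Th17- and immune-related genes among them and the few T-cell-related genes that rose against the view of TRIM28 as a co-repressor, the paper proposes a role of TRIM28 as a positive regulator in Th17 cells.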

Interestingly, although TRIM28 was widely regarded as a co-repressor, more genes (652, 67% in all altered genes) were downregulated in the KO cells (Fig. 2d), including many Th17- or immune-related genes (Fig. 2c, e), whereas T-cell-related genes were barely upregulated in the KO cells (Fig. 2c, e), implicating TRIM28 as a positive regulator in Th17 cells.

### TRIM28 intrinsically regulates Th17 cell development

TGF-β induces the expression of both Foxp3 and RORγt, and IL-6 is required for Th17 differentiation in part through inhibition of TGF-β-driven Foxp3 expression^1^. Since loss of *Trim28* did not affect iTreg differentiation but resulted in increased Foxp3 expression in Th17 polarization conditions, it is possible that IL-6 signaling was affected by loss of TRIM28 in Th17 differentiation. To assess this, WT or *Trim28*^*−/*^^−^ naive T cells were polarized into Th17 cells with variable levels of IL-6. Although IL-6 inhibited Foxp3 expression in *Trim28*^*−/−*^ cells in a dose-dependent manner, defective IL-17 expression could not be restored, even at the highest level of IL-6 (Supplementary Fig. 3a). In addition, there was no gross change in the percentages of STAT3 phosphorylation in KO cells during Th17 cell differentiation at different time points (Supplementary Fig. 3b), suggesting that TRIM28 regulates Th17 differentiation independent of the IL-6-STAT3 pathway.

IL-2 is known to constrain Th17 differentiation yet promote Treg generation by signaling through STAT5^29^. However, IL-2 expression was barely affected in the KO T cells (Fig. 2b, Supplementary Fig. 3c), neither was STAT5 phosphorylation (Supplementary Fig. 3b). In addition, though diminishing Foxp3 expression by blocking IL-2, we still observed a significant lower IL-17^+^ percentage in the *Trim28*^*−/−*^ cells (Supplementary Fig. 3d). These above results suggest that TRIM28 might be intrinsically important for Th17 differentiation, independent of Foxp3 suppression, consistent with the impaired Treg cell function after TRIM28 deletion as reported^27^.

To firmly assess this, TRIM28 was selectively ablated in Th17 cells by crossing *Trim28*^*fl/fl*^ mice with the Il17fcre mice generated in our previous studies^30^. Different from *Cd4*-mediated deletion of *Trim28*, Th17-specific ablation of *Trim28* did not cause increased Foxp3 expression in Th17 cultures, but still caused significant reduced IL-17 production, when compared with the WT cells (Fig. 3a) (*p* < 0.005, by Student’s *t* test). To further confirm this, we utilized the *Trim28*^*fl/fl*^Il17fcre mice to investigate the in vivo function of TRIM28 in Th17-mediated autoimmune disease. In agreement with the in vitro defect, *Trim28*^*fl/fl*^Il17fcre mice developed alleviated EAE diseases (Fig. 3b), with fewer Th17 cells infiltrated into the central nerve system, particularly the IL-17^+^IFN-γ^+^ and IL-17^+^GM-CSF^+^ populations (Fig. 3c, d). Together, our results suggest an essential, intrinsic function of TRIM28 in regulating Th17 cell development both in vitro and in vivo.

**Fig. 3:**
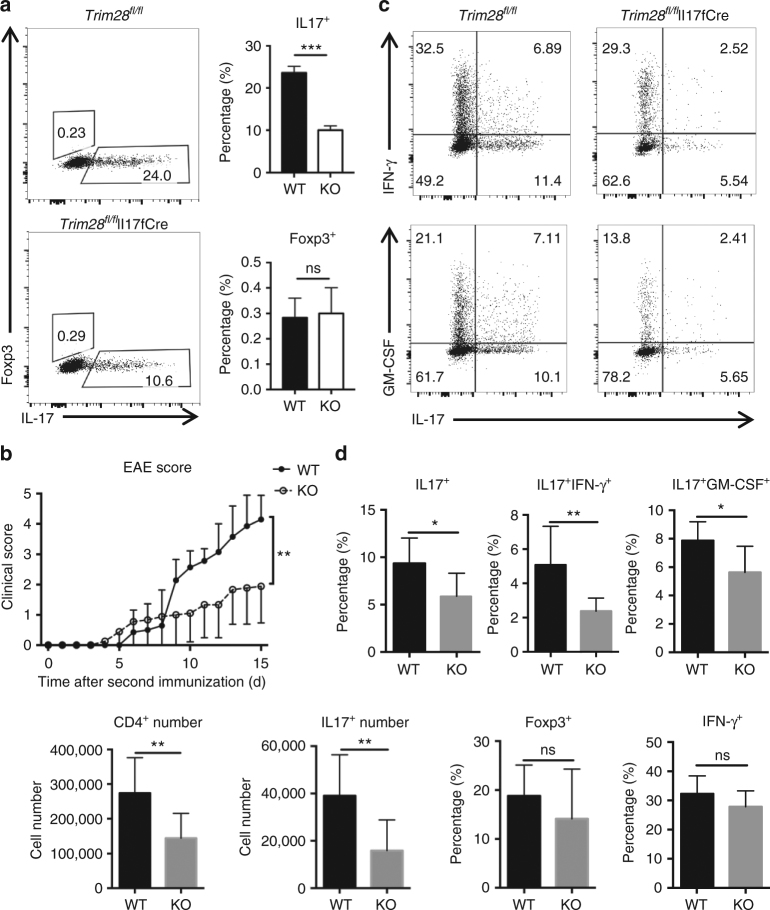
Th17-specific deletion of TRIM28 resulted in defective Th17 differentiation and resistance to EAE. **a** Naive T cells isolated from WT and *Trim28*^*fl/fl*^Il17fcre mice were differentiated into Th17 cells under TGF-β plus IL-6 condition for 3 days, then re-stimulated for cytokine staining, and Student’s *t *test was used for the statistical test. **b** The disease scores of WT and *Trim28*^*fl/fl*^Il17fcre mice in EAE, and two-way ANOVA was used for the statistical test (WT: *n* = 7, *Trim28*^*fl/fl*^Il17fcre: *n* = 7, two mice in WT group died before sacrificed); **c** Intracellular staining of IL-17, GM-CSF and IFN-γ of infiltrated CD4+ T cells in the central nerve system (CNS) of EAE mice. **d** Cellularities and percentages of CNS-infiltrating cells, and Student’s *t *test was used for the statistical test. ns = not significant; *p < 0.05, **p < 0.01, ***p < 0.005. All error bars represent SDs. The data are a representative for three independent experiments

### TRIM28 regulates epigenetic activation

To investigate the direct targets of TRIM28 in Th17 cells, we performed chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) assay. Compared with the mouse genome, an obvious enrichment of TRIM28-binding sites was found in the gene promoters (3 kb upstream and downstream of the transcription start site (TSS), 11% of TRIM28 binding sites vs. 2% of the mouse genome), exons (3 vs. 2%), introns (46 vs. 20%) and downstream regions (3 kb downstream of transcription ending sites, 2%), while 38% were localized in the intergenic regions (76% in the mouse genome) (Fig. 4a, Supplementary Fig. 4a).

**Fig. 4:**
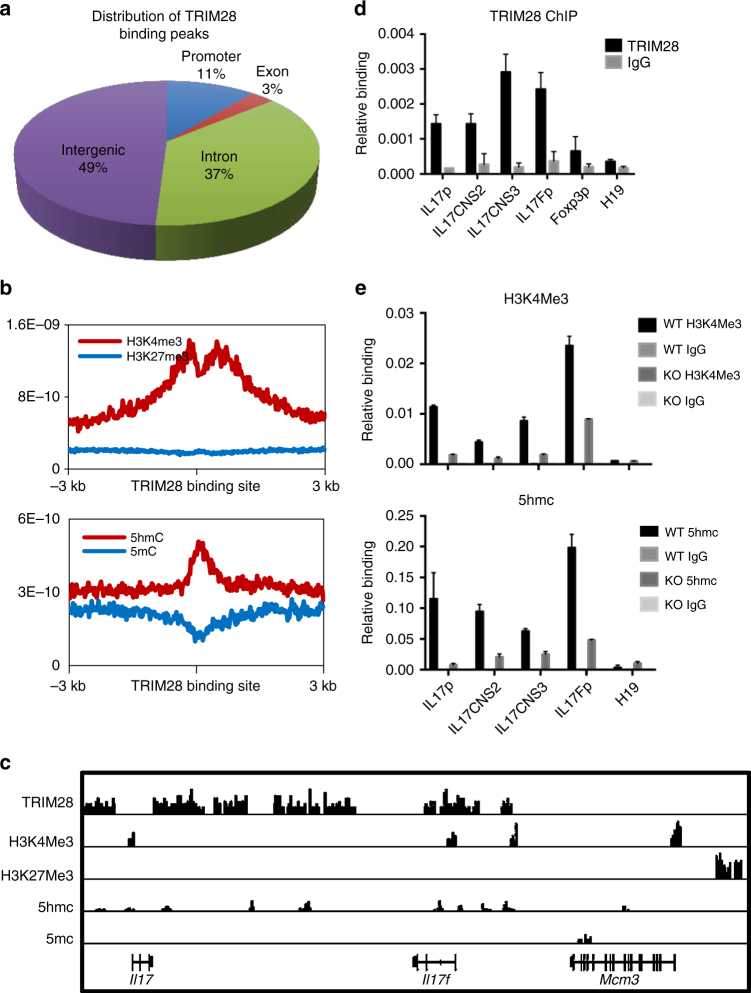
TRIM28 bound to the *Il17-Il17f* gene locus in Th17 cells. **a−d** Naive CD4^+^ T cells were cultured under Th17 condition (TGF-β plus IL-6) for 1 day and then prepared for ChIP-seq or ChIP-qPCR assay using anti-TRIM28 antibody. **a** Distribution of TRIM28-binding peaks in Th17 cells. **b** Alignment of TRIM28 binding peaks with histone modification and DNA methylation/demethylation markers in Th17 cells. **c** IGV browser view of TRIM28 binding peaks with H3K4me3, H3K27me3, 5hmc and 5mc markers at the *Il17-Il17f* gene locus. **d** ChIP-qPCR analysis of TRIM28 binding at representative gene loci; the data shown are a representative result for more than three independent experiments. **e** WT or *Trim28*^*−/−*^ naive CD4^+^ T cells were cultured at Th17 condition (TGF-β plus IL-6) for 3 days, and then prepared for ChIP-qPCR assay performed by anti-H3K4Me3 antibody or MeDIP assay performed by 5hmc antibody. All error bars represent SDs. The experiments were repeated twice with consistent results

Epigenetic mechanisms regulate gene expression by controlling chromatin structures and DNA accessibility. Global mapping of histone modifications and DNA methylation/demethylation have clearly demonstrated their involvement in regulation of signature gene expression in T helper cells^17,18^. As a well-known co-repressor, TRIM28 has been reported to facilitate repressive histone mark H3K9Me3 establishment and DNA methyltransferases binding^26,31^. To our surprise, comparison of TRIM28 ChIP-seq results with previous published Th17 ChIP-seq data^17,18^ revealed that TRIM28 bindings were largely co-localized with active epigenetic marks H3K4Me3 and DNA hydroxyl-methylation (5hmc), but not repressive marks H3K27Me3 and DNA methylation (5mc) (Fig. 4b, c), suggesting that TRIM28 may also function as an activator instead of being a co-repressor.

Next, we closely examined the genes bound by TRIM28. The *Il17-Il17f* locus was highly enriched with TRIM28 binding peaks that were co-localized with the H3K4Me3 and 5hmc modifications (Fig. 4c, d), consistent with the positive role of TRIM28 in regulating *Il17* and *Il17f* expression in Th17 cells. However, although IL17^+^GM-CSF^+^ T cells were reduced after TRIM28 deletion in vivo, there was no binding peak at the *Csf2* gene locus (Supplementary Fig. 4b), suggesting an indirect regulation of GM-CSF expression by TRIM28. In addition, TRIM28 peaks were identified in the promoter and/or intron regions of the *Il21*, *Il23r*, *Rorc*, *Rorα*, *Batf*, and *Irf4* genes, which largely correlated with active histone modifications (Supplementary Fig. 4b), indicating TRIM28 may broadly regulate Th17 transcription program, though not all of these genes were downregulated in expression in the absence of TRIM28 (Supplementary Tables 1, 2).

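For 5 of the genes named here, expression in Th17 cells can be given from the 2 RNA-seq libraries. *Il21* (chromosome 3 of GRCm38 from 37222759 to 37232636) was called lower in the KO library with a log2 fold change of -1.42 (3537 and 1233 reads, 95% interval from -1.51 to -1.32). *Rora* (chromosome 9 from 68653404 to 69388246) was also called lower, with a log2 fold change of -2.40 (258 and 45 reads). The other 3 genes changed by less than 2-fold. *Il23r* (chromosome 6 from 67422932 to 67491855) had 195 and 107 reads and a log2 fold change of -0.76 (95% interval from -1.12 to -0.41). *Irf4* (chromosome 13 from 30749233 to 30766981) had a log2 fold change of -0.85, and *Batf* (chromosome 12 from 85686720 to 85709087) rose by 0.76. There was 1 library per genotype, so these differences have no replicate check.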

We then investigated the effect of TRIM28 deficiency on chromatin modifications. As expected, *Trim28* deficiency resulted in reduction of active epigenetic marks in the *Il17-Il17f* locus, including H3K4Me3 and 5hmC (Fig. 4e). In line with this, a dramatic decrease of RNA polymerase II recruitment was observed at the *Il17-Il17f* locus in KO Th17 cells (Supplementary Fig. 4c). Therefore, the co-localization of TRIM28 with active epigenetic marks and decrease of active epigenetic marks as a result of its ablation suggest that TRIM28 functions as an epigenetic activator in Th17 cell differentiation.

### TRIM28 regulates super-enhancers during Th17 differentiation

Cell type-specific SEs have been associated with cell fate decision. In CD4^+^ T cells, SEs were reported to be enriched at genes encoding cytokines and their receptors, as measured by p300 loading intensity^20^. Interestingly, more than 40% of TRIM28 binding peaks in Th17 cells were marked by p300 bindings (Supplementary Fig. 5a). Since the expression of cytokines was preferentially defective in *Trim28*^*−/−*^ Th17 cells, we further examined whether TRIM28 regulates SE establishment. Based on the published method^20^ and p300 ChIP-seq data^32^, we first identified 493 SEs in Th17 cells (Fig. 5a), including the *Il17-Il17f* locus (Fig. 5b), then overlaid them with TRIM28 ChIP-seq data. Interestingly, the SEs were largely associated with TRIM28 bindings, whereas TE, characterized by lower p300 intensity, had much less correlation with TRIM28 bindings (Fig. 5a).

**Fig. 5:**
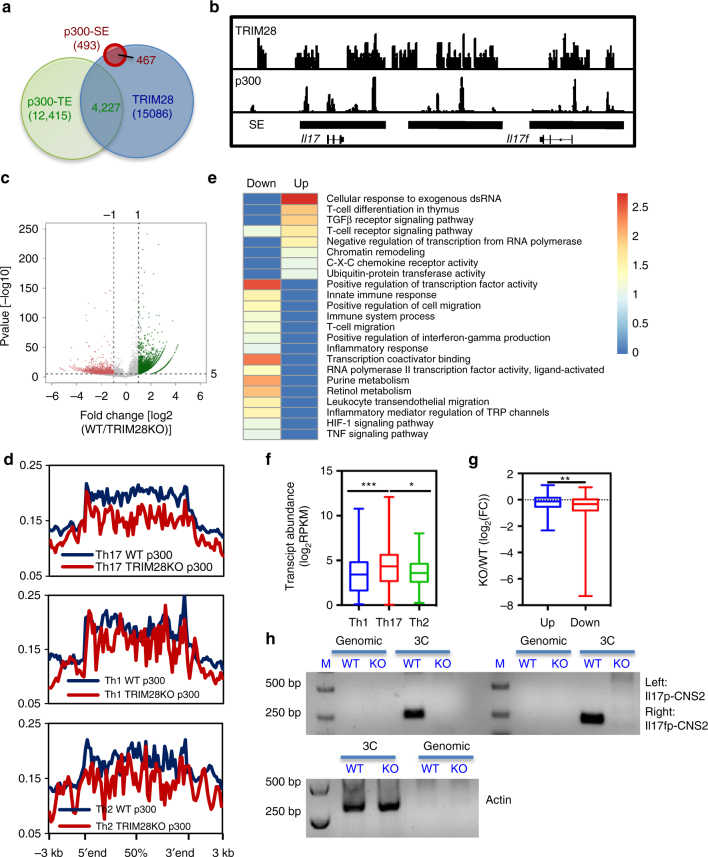
TRIM28-deficiency impaired epigenetic activation in Th17 cells. TRIM28 ChIP-seq was performed as in Fig. 4. **a** Overlap of TRIM28 binding peaks with SE and TE regions in Th17 cells. **b** IGV browser view of TRIM28, p300 binding peaks and SE regions at the *Il17-Il17f* gene locus (right). **c** Volcano plot showing p300 binding peak change in WT and *Trim28*^−^^*/*^^−^ Th17 cells cultured for 3 days (TGF-β+IL-6). **d** Overlay of p300 binding peaks in WT and TRIM28KO Th17 cells over Th1-, Th2 and Th17-specific SEs with decreased p300 intensity. **e** Heatmap of pathway analysis in genes associated with Th17-SEs that had decreased (left) or increased (right) p300 recruitment in KO cells. **f** Transcriptional comparison of T helper-specific SE-associated genes analyzed from WT Th17 RNA-seq data (*p* values, Mann−Whitney test). **g** Fold change of Th17-SE-related genes with increased (up) or decreased (down) p300 binding at the SE regions (*p* values, Mann-Whitney test). **h** 3C-PCR experiments were performed in WT and TRIM28KO Th17 cells cultured as in **c** and the PCR products were acquired by nest PCR. M is short for marker, and the whole DNA gels are shown in Supplementary Fig. 8. *p < 0.05, **p < 0.01, ***p < 0.005. All error bars represent SDs. The experiments were repeat twice with consistent results

To understand the potential role of TRIM28 in SE establishment during Th17 differentiation, we assessed the enhancer activation after *Trim28* deletion. Compared with WT Th17 cells, a dramatic decrease of p300 recruitment was observed at the *Il17-Il17f* locus in *Trim28*^*−/*^^−^ Th17 cells (Supplementary Fig. 5b). In addition, both the H3K27Ac and H3K4Me1 modifications, markers for active or poised enhancers, respectively, were decreased at the *Il17-Il17f* locus as well (Supplementary Fig. 5b). To further analyze genome-wide p300 binding, we performed ChIP-seq experiments in WT and *Trim28*^*−/−*^ Th17 cells and found *Trim28* deficiency led to a global loss of p300 recruitment (Fig. 5c). As reported, each T helper subset bears a unique SE architecture^20^, so we further compared our ChIP-seq data with the lineage-specific SEs. Interestingly, the reduction of p300 binding in the absence of TRIM28 occurred preferentially at Th17 signature SE regions (Fig. 5d), within which the associated genes were largely Th17 signature genes, as indicated by pathway analysis (Fig. 5e), with obviously higher transcriptional activity (Fig. 5f). In contrast, *Trim28* deficiency had much less pronounced effect on p300 intensity at Th1 and Th2 signature SE regions in Th17 cells (Fig. 5d). In addition, we noticed that *Trim28* deficiency resulted in a more pronounced reduction in the expression of Th17-SE genes with decreased p300 bindings (Fig. 5g). The histone marker H3K27Ac has also been utilized to characterize SEs in many studies. Thus, we compared H3K27Ac modifications in WT and TRIM28KO Th17 cells by ChIP-seq. Similar to the measurement with p300, loss of TRIM28 in Th17 cells resulted in a dramatic decrease of H3K27Ac intensity and a preferential H3K27Ac reduction at Th17 SEs that contain many Th17 signature genes or positive regulators of transcription (Supplementary Fig. 5c, d). Therefore, the above data indicate a positive role of TRIM28 in p300 recruitment and activation of Th17-specific SEs.

Interestingly, loss of TRIM28 globally decreased permissive epigenetic markers at the *Il17-Il17f* locus, including both the promoter region and the nearby conserved noncoding sequences like CNS2. Our group has reported the critical role of CNS2 in regulating chromosome-looping and epigenetic activation at the *Il17-Il17f* gene locus, through interacting with RORγt^33^. To determine whether TRIM28 also regulates the long-range chromosomal associations at the *Il17-Il17f* locus, the chromosome conformation capture(3C) assay was performed in WT and *Trim28*^*−/−*^ Th17 cells as previously reported^33^. Consistent with its role in regulating the *Il17* and *Il17f* gene expression, the physical interactions between CNS2 with the *Il17* or *Il17f* gene promoters were dramatically reduced in the absence of *Trim28* (Fig. 5h). Taken together, our data suggest an important function of TRIM28 in regulating the chromatin accessibility and shaping the 3D-structure of the *Il17-17f* locus.

### TRIM28 recruitment is required for RORγt function

To understand the relationship of TRIM28 with Th17-related transcription factors, we compared the TRIM28 ChIP-seq result with previously published ChIP-seq data of transcription factors like IRF4, BATF, c-Maf, RORγt, and STAT3^32^. Interestingly, TRIM28 shared extensive amounts of common binding sites with Th17-related transcription factors, especially RORγt and STAT3 (Fig. 6a, b), where p300 were often occupied (Fig. 6a–c). Furthermore, these co-occupancy was even more obvious in Th17 signature genes selected from our microarray data (Supplementary Fig. 6a), suggesting that TRIM28, STAT3, and RORγt may share similar functions. In line with this, loss of either STAT3 or RORγt resulted in a dramatic reduction of active histone and DNA markers in Th17 cells (Supplementary Fig. 6b), similar to *Trim28*-deficient cells (Fig. 4e, Supplementary Fig. 5b).

**Fig. 6:**
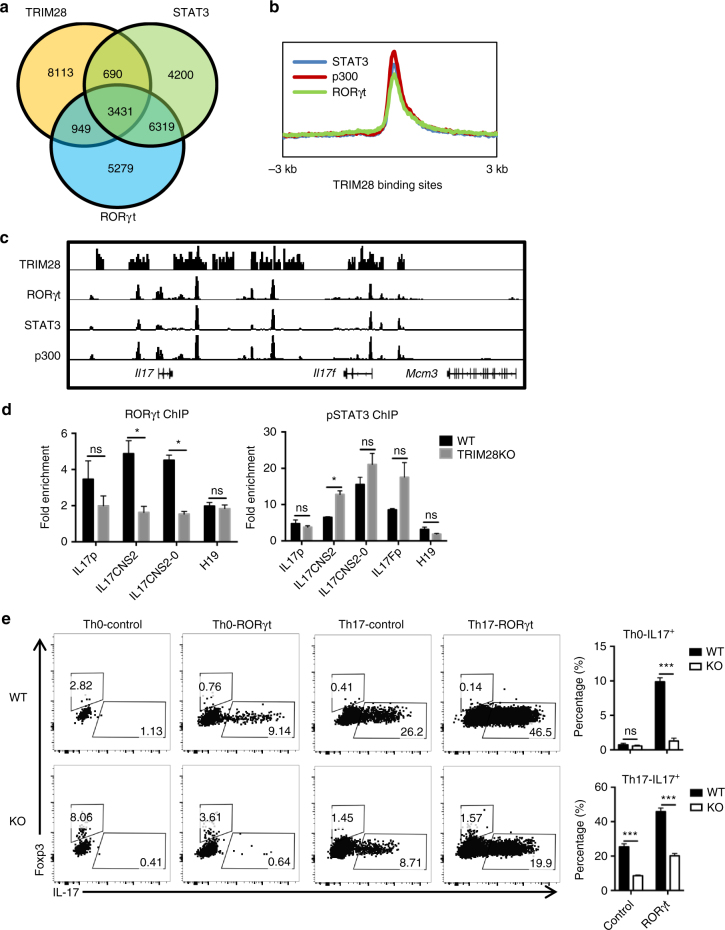
TRIM28 functions as a cofactor for RORγt and STAT3. **a** Overlay of TRIM28 binding peaks with that of RORγt and STAT3 in Th17 cells. **b** Genome-wide distributions of binding peaks of RORγt, STAT3, and p300 at TRIM28 binding sites. **c** IGV browser view of RORγt, STAT3, and TRIM28 binding peaks at the *Il17-Il17f* gene locus. **d** Binding of RORγt and STAT3 to the *Il17-Il17f* gene locus in WT and *Trim28*^*−/*^^−^ Th17 cells cultured at TGF-β plus IL-6 condition. **e** Overexpression of RORγt in WT or TRIM28 KO CD4^+^ T cells polarized under neutral (Th0) or Th17 (TGF-β plus IL-6) conditions. **d**, **e** The experiments were repeated 2–3 times with consistent results, and Student’s *t *test was used for the statistical test (ns = not significant; *p < 0.05, **p < 0.01, ***p < 0.005)

The co-localization of TRIM28 with transcription factors prompted us to investigate the consequence of their recruitments. Using the *Il17-Il17f* locus as a model, we conducted ChIP with anti-pSTAT3 and anti-RORγt antibodies in either WT or *Trim28*^*−/*^^−^ Th17 cells. pSTAT3 binding at the *Il17-Il17f* locus was not affected, whereas RORγt recruitment was greatly compromised in the KO cells (Fig. 6d), suggesting TRIM28 acts downstream of STAT3 but upstream of RORγt in Th17 cells. RORγt is the lineage-specific transcription factor that drives *Il17* expression and Th17 differentiation even under unfavorable conditions^15^. However, RORγt overexpression in *Trim28*^*−/*^^−^ cells barely induced IL-17 expression in Th0 condition and only partially rescued the Th17 differentiation defect under Th17 polarizing condition (Fig. 6e). Additional overexpression of RORα, another Th17-restricted transcription factor with synergistic effects with RORγt, did not further rescue the defect (Supplementary Fig. 6c). Therefore, STAT3-dependent TRIM28 recruitment is required for RORγt recruitment and function at the *Il17-Il17f* locus.

### Cytokine signaling regulates TRIM28 recruitment

To understand TRIM28 regulation in Th17 cells, we first examined its transcription level in different T-cell subsets. *Trim28* was constantly highly expressed in all of these cells, including naive CD4^+^ T cells, Th0 cells, Th1, Th2, Th17 cells, iTreg and nTreg cells (Fig. 7a), indicating TRIM28 is not regulated at the transcription level. In addition, we also tested the localization of TRIM28 protein during Th17 cell differentiation and found it was mainly localized in the nuclei in both naive and Th17 cells (Supplementary Fig. 7a). In accordance with these findings, the binding of TRIM28 to the *Il17-Il17f* locus was strictly restricted in Th17 cells, but not Th0 cells (Fig. 7b), indicating that Th17-specific TRIM28 recruitment is independent of TCR signaling. TGF-β-induced Smad activation and IL-6-induced STAT3 phosphorylation are important for initiating Th17 differentiation^34,35^. Interestingly, loss of STAT3, but not Smad2 or RORγt greatly impaired TRIM28 binding to the *Il17-Il17f* locus (Fig. 7b, Supplementary Fig. 7b). Moreover, knocking down the expression of the *Irf4* or *Batf* genes, which have been reported to initiate Th17 differentiation together with STAT3^32^, there was an obvious decrease of TRIM28 recruitment in those cells (Supplementary Fig. 7c, d). Taken together, the above findings indicate that TRIM28 recruitment in Th17 cells is dependent on STAT3 and its co-factors.

**Fig. 7:**
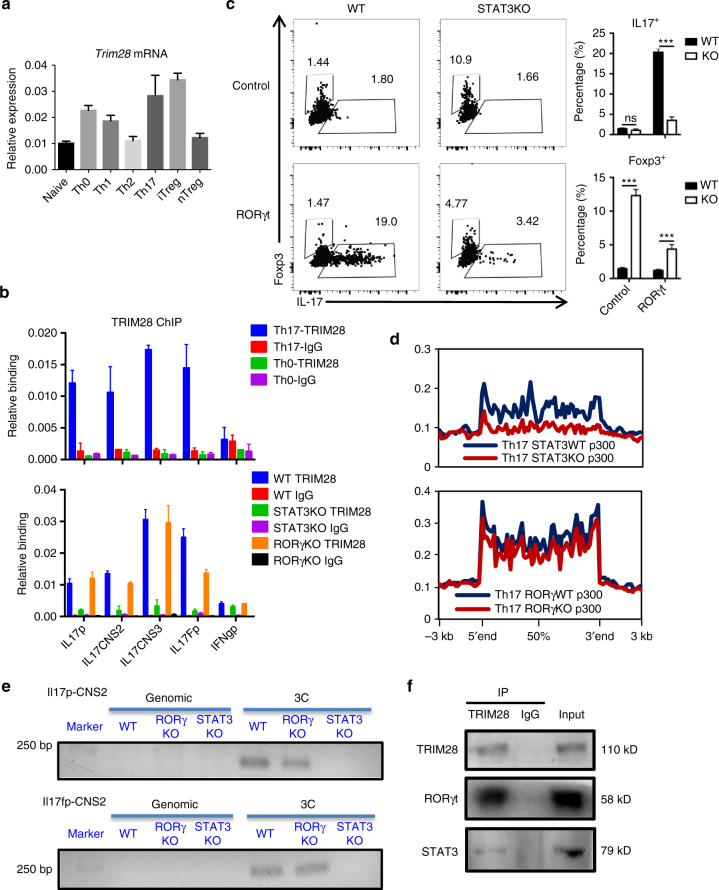
Cytokine signaling regulated TRIM28 recruitment. **a** Expression of TRIM28 in different T-cell subsets and naive CD4^+^ T cells. **b** TRIM28 ChIP-qPCR results in WT Th0, WT Th17, STAT3 KO Th17 or RORγt KO Th17 cells. **c** RORγt overexpression in WT or STAT3 KO CD4^+^ T cells polarized under neutral (Th0) condition. **d** Overlay of p300 binding peaks in WT/STAT3KO(Upper) or WT/RORγKO (lower) Th17 cells over Th17-specific SEs with decreased p300 intensity. **e** 3C-PCR experiments were performed in WT and TRIM28KO Th17 cells cultured for 3 days and the PCR products were acquired by nest PCR. M is short for marker, and the whole DNA gels are shown in Supplementary Fig. 8. **f** Immunoblot results of TRIM28 immunoprecipitated protein complexes as detected by RORγt and STAT3 antibodies in Th17 cells. The whole WB gels are shown in Supplementary Fig. 9. Those experiments were repeated twice with consistent results, and Student’s *t *test was used for the statistical test (ns = not significant; *p < 0.05, **p < 0.01, ***p < 0.005). All error bars represent SDs

STAT3 has been shown to be necessary for inducing RORγt expression^14^. However, overexpression of RORγt could barely induce IL-17 expression in STAT3-deficient T cells (Fig. 7c, Supplementary Fig. 7e), similar to *Trim28*^*−/−*^ cells (Fig. 6e). Notably, genome-wide ChIP-seq analysis showed that STAT3-deficiency resulted in a systemically reduction of p300 recruitment, similar to TRIM28-deficincy, whereas RORγt deficiency only mildly affected p300 binding in Th17 cells (Fig. 7d, Supplementary Fig. 6d). In addition, p300 loading intensity in Th17-SEs and chromosome looping of the *Il17-Il17f* locus were also selectively reduced in *Stat3*^−/−^ but not *Rorc*^*−/−*^ Th17 cells (Fig. 7d, e, Supplementary Fig. 6d, 7f). Finally, we found that both RORγt and STAT3 could be readily co-immunoprecipitated by an antibody against TRIM28 in Th17 cells (Fig. 7f, whole gel in Supplementary Fig. 9).

Considering the sequential requirement of STAT3, TRIM28, and RORγt recruitment in Th17 cells and the inability of RORγt overexpression to rescue STAT3- or TRIM28-deficient T cells in IL-17 expression, these studies thus identified TRIM28 as a functional epigenetic mediator downstream of STAT3 in directing IL-17 expression and Th17 differentiation.

## Discussion

In this paper, we identified a crucial role of TRIM28 in regulating Th17 cell development both in vitro and in vivo. Despite TRIM28 does not regulate the expression of key Th17-related transcription factors, it controls RORγt recruitment to key Th17-cytokine gene loci. Mechanistically, IL-6 induces STAT3 activation and triggers subsequent TRIM28 recruitment, causing chromosome activation, looping of the *Il17-Il17f* locus and the binding of RORγt, then ultimately induces robust IL-17 production and Th17 differentiation.

STAT3, downstream of IL-6, IL-21 and IL-23 signaling, is required for RORγt expression in Th17 cells^14,16^. However, overexpression of RORγt could not rescue IL-17 expression in STAT3-deficient cells (Fig. 7c, Supplementary Fig. 7e), suggesting the activity of RORγt might be regulated by additional mechanisms, other than transcription. In this study, we first found that TRIM28, a large scaffold protein with multiple function domains, was required for Th17 differentiation in vitro and in vivo. *Trim28* deficiency led to impaired IL-17 production and greatly increased Foxp3 expression during Th17 differentiation, which closely mimics the phenotypes of STAT3-deficiency in previously studies^14,16^. Genome-wide analysis showed that TRIM28 shared a large cohort binding sites with many Th17-related transcription factors, particularly STAT3 and RORγt (Fig. 6a, b). ChIP studies demonstrated that the recruitment of TRIM28 to key Th17-speicific gene loci, including the *Il17-Il17f* locus, was dependent on STAT3, which in turn was required for RORγt loading onto its target genes in Th17 cells, but not vice versa (Figs. 6d, 7b). Our studies thus demonstrate that the recruitment of RORγt to its target sites is also tightly controlled by STAT3 that is bridged by TRIM28.

Super-enhancers, also called stretch-enhancers, are clusters of enhancers with unusual high occupancy of transcription factors and co-activators, and have recently been proposed as important regulatory regions controlling cell identity. Genes associated with SEs were found to be transcribed more abundantly than TEs and are highly cell-type specific^19^. The SEs have been characterized in Th1, Th2 and Th17 cells and found to be predominantly associated with genes of cytokines and cytokine receptors^20^. However, how cell-type-specific SEs are induced and maintained in T cells remained largely elusive. In our studies, we found that more than 90% of SE regions contained TRIM28 binding peaks in Th17 cells, while only 34% of TEs were occupied by TRIM28 (Fig. 5a). Interestingly, TRIM28 deficiency selectively affected p300 loading intensity in Th17 signature SEs, as well as the key SE-related epigenetic markers H3K27Ac (Fig. 5d, Supplementary Fig. 5b, c). In addition, these TRIM28-regulated Th17-SEs (whose p300 was reduced upon *Trim28* deletion) encode many genes involved in various immune functions (Fig. 5e) and were more affected by *Trim28* deficiency than those encoded by TRIM28-independent Th17-SEs (whose p300 binding was not decreased upon *Trim28* deletion) (Fig. 5g). These findings were also confirmed by genome-wide comparing another well-established SE marker-H3K27Ac in TRIM28-deficient Th17 cells (Supplementary Fig. 5c, d), therefore pointing a prominent role of TRIM28 in regulating super enhancer activities in Th17 cells.

TRIM28 was largely identified as a transcriptional co-repressor, by recruiting repressive epigenetic complexes and inducing chromatin condensation, or through its sumoylation and ubiquitin E3 activity^36^. However, comparison of ChIP-seq data in Th17 cells revealed highly correlated binding of TRIM28 with active epigenetic markers such as H3K4Me3 and 5hmC, as well as p300 binding, particularly in Th17-SEs. Genetic ablation of TRIM28 resulted in a global reduction of p300 recruitment and SE activity, as well as several key active histone and DNA markers H3K4me3, H3K4me1, H3K27Ac and 5hmC (Figs. 4e, 5c–g, Supplementary Fig. 5b). In total, TRIM28 deficiency affected 977 genes expression in Th17 cells (FDR < 0.05, fold change > 2), in which 652 (67%) were reduced in TRIM28-deficient Th17 cells and 48% of them contain TRIM28 binding peaks, whereas only 325 (33%) genes had increased expression with less than 25% having TRIM28 binding peaks (Supplemental Tables 1, 2). These data together suggest that TRIM28 largely functions as an epigenetic activator in Th17 cells. 

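In the deposited counts, 882 genes were called between the 2 RNA-seq libraries at an adjusted p under 0.05 and at least a 2-fold change, of which 602 (68.3%) were lower and 280 (31.7%, Wilson 95% interval from 28.8% to 34.9%) higher in the KO library. Among called genes with at least 100 reads in the library where they were higher, 229 were lower and 95 higher. Genes called lower had longer transcripts, with a median of 4631 bases for the longest annotated transcript against 3281 bases for tested genes that were not called and 2344 bases for genes called higher. Across 10792 tested genes with an annotated length, Spearman's rho between log2 fold change and transcript length was -0.37; genes are not independent replicates. Among the genes with the longest transcripts, the highest of 10 groups of equal size, 131 were called lower and 10 higher, whereas among those with the shortest transcripts 26 were called lower and 51 higher. With fold changes centred on a loess curve against transcript length, 465 genes were called lower and 266 higher, and the percent lower was 63.6% (Wilson 95% interval from 60.1% to 67.0%). The test also changed the number of calls: edgeR's exact test with an assumed coefficient of variation of 0.1 between cultures gave 450 genes lower and 203 higher, and with 0.2 it gave 131 and 65. With 0.4 it gave 9 and 7, of which 56.2% were lower, with a Wilson 95% interval from 33.2% to 76.9% that includes 50%.

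**Figure D2:**
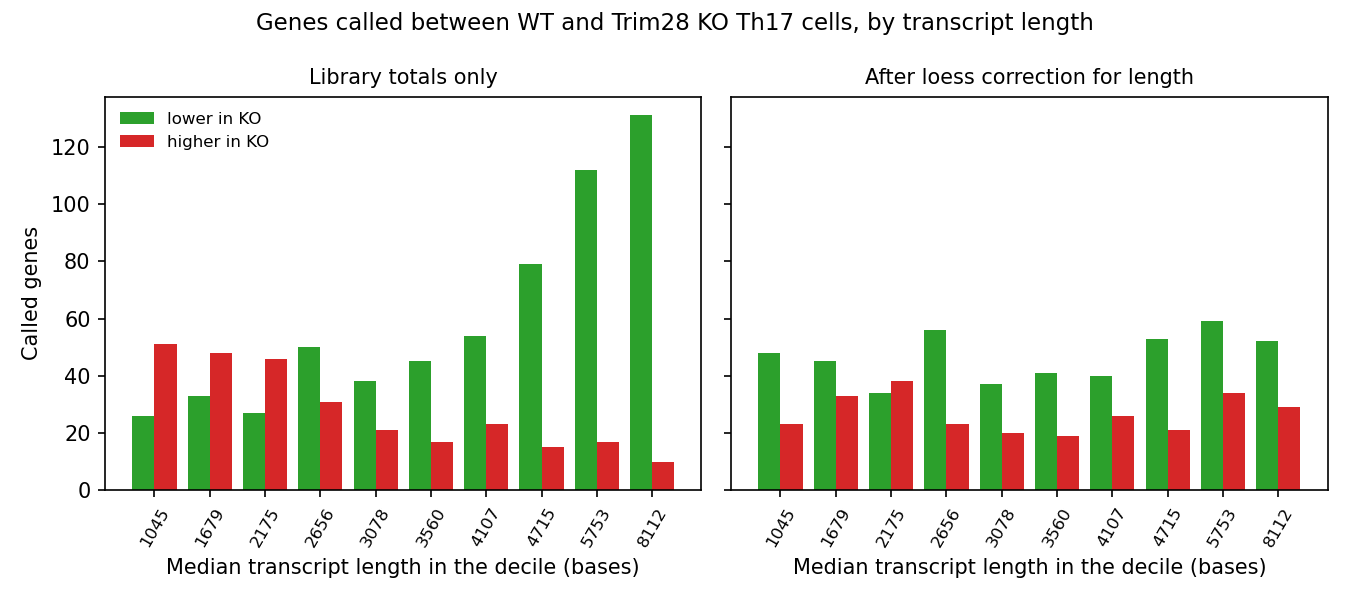
Number of genes called lower (green) and higher (red) in the KO library (y axis) in 10 groups of tested genes of rising transcript length, marked by the median length of each group in bases (x axis). On the left, counts scaled to the library totals: genes called lower rise from 26 in the shortest group to 131 in the longest. On the right, after the loess correction for length, they number 48 and 52 in these groups.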

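A list of 28 Th17-associated genes was set against the 2 RNA-seq libraries. Of these, 25 had enough reads to be tested, 10 were called lower in the KO library and 1, *Cd5l*, was called higher. The median log2 fold change of the list was -0.76, below the medians of all 10000 random lists of the same size matched on mean expression, whose central 95% ran from -0.31 to 0.21. This describes the 2 libraries and has no replicate check. After correction for transcript length the median was -0.67 against random medians from -0.25 to 0.22.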

Transcriptome analysis also found that TRIM28-deficiency led to impaired transcription of many Th17 signature genes, without any master repressors identified (Fig. 2b–e). Therefore, our study indicates that TRIM28 mainly functions as a co-activator in Th17 development. In addition, ChIP and co-IP studies demonstrate that TRIM28 formed a complex with the key transcription factors STAT3 and RORγt in Th17 cells (Figs. 6a−d, 7b, f), suggesting that the co-activator or co-repressor function of TRIM28 might be fine-tuned by context-dependent interacting partners, or through distinct posttranslational modifications as previously reported^37–39^.

In contrast to our findings, a previous study using the proximal Lckcre-mediated deletion strategy suggested TRIM28 as a negative regulator of IL-17 and autoimmune syndrome^27^. However, this study did not examine the direct effect of TRIM28 on Th17 differentiation, and their in vivo findings could be largely attributed to disrupted Treg functions. Through using the in vitro culture system and T-cell transfer colitis, our study first identified a T-cell intrinsic effect of TRIM28 in directing Th17 differentiation. With the help of our recently generated Il17fcre mice^17^, we found that selective ablation of TRIM28 in maturing Th17 cells did not cause increased Foxp3 expression but yet still resulted in impaired IL-17 expression in vitro and in vivo, and caused resistance to EAE, thus establishing a Th17-intrinsic effect of TRIM28 in regulating Th17 development (Fig. 3). Besides, proliferation was reported to be reduced in the *Trim28*^*fl/fl*^Lckcre CD4^+^ T cells. We also tested this in our *Trim28*^*fl/fl*^CD4cre CD4^+^ T cells under different TCR stimulations in vitro. Although there was a mild defect of proliferation ability in the KO cells stimulated with low TCR agonist, as indicated by CFSE dilution (88% CFSE^low^ in WT vs. 66% in KO), we did not observe obvious defects under high-dose TCR stimulation (98% CFSE^low^ in WT vs. 93% in KO) (Supplementary Fig. 3e). Importantly, we observed strong Th17 differentiation defects in KO cells under all TCR stimulation tested; thus there might not be a proliferation defect in KO cells to contribute to its Th17 differentiation defect. In addition, *Trim28*^*fl/fl*^Lckcre CD4^+^ T cells had decreased IL-2 and increased TGF-β expression when stimulated in vitro, which were not or slightly affected in our experiments using *Trim28*^*fl/fl*^CD4cre Th17 cells (Fig. 2b, Supplementary Fig. 3c). This inconsistency is possibly due to different environmental and cellular context. In the previous paper, IL-2 production was measured by knockdown in cell line or total CD4^+^ T cells sorted from KO mice possibly with inflammation, and both cytokines were compared only under neutral conditions in vitro. In addition, TGF-β is widely secreted by various kinds of cells and its mRNA does not always correlate with protein level^40^, thus the elevated TGF-β mRNA expression in *Trim28*^*fl/fl*^Lckcre CD4^+^ T cells in vitro may not cause obvious biological consequence in vivo.

Interestingly, although increased FOXP3 expression was observed in the *Trim28*^*fl/fl*^CD4cre during Th17 cell differentiation, suppressing FOXP3 upregulation either by increasing IL-6 concentration or adding IL-2 blocking antibody still could not restore the IL-17 production in KO cells (Supplementary Fig. 3a, d), suggesting the Th17 differentiation defect are cell intrinsic and independent of FOXP3 suppression. Consistent with our findings, dysfunctional Treg cells were observed after TRIM28 deletion, despite its increase of percentages^27^. Meanwhile, Rudra reported in human Treg cells, TRIM28 could complex with FOXP3 through the bridging of FIK, and disruption of the TRIM28−FIK−FOXP3 interaction abrogated the suppressive function of Treg cells^41^. In addition, we considered the possibility of direct regulation of *Foxp3* expression by TRIM28. However, although we found a single TRIM28 binding peak at the last exon of the *Foxp3* gene in Th17 cells in our ChIP-seq study, it is not located in the promoter or *Foxp3* gene regulatory regions CNS1-3, or co-localized with active epigenetic modifications H3K4Me3 or 5hmc (Supplementary Fig. 4b), suggesting that TRIM28 might regulate *Foxp3* gene expression indirectly.

In summary, we identified TRIM28 as a critical positive regulator of Th17 development, in which TRIM28 serves as an epigenetic activator downstream of STAT3 in response to cytokine signaling, and directs Th17 differentiation by regulating chromosomal activation and 3D-looping of key effector cytokine genes, and highlights epigenetic intervention as possible therapeutic approaches in treatment of Th17-related autoimmune diseases.

## Methods

### Animals

*Trim28*^*fl/fl*^ mice were described before^28^ and bred with CD4cre mice^42^ and Il17fcre *mice*^17^ for making different conditional knockout mice. *Stat3*^*fl/fl*^^43^, *Rorc*^*fl/fl*^^44^ and *Smad2*^*fl/fl*^^45^ mice were all crossed with CD4cre mice to generate conditional knockout mice. *Rag1*^*−/−*^ mice were obtained from the Jackson Lab (Stock number: 002216). All mice are on B6 background, fed in the SPF animal facility at Tsinghua University and killed by CO_2_. All the animal experiments were performed with the use of protocols approved by the Institutional Animal Care and Use Committee of Tsinghua University. All the animal studies were done without blinding or randomization, and sample sizes were chosen based on experience.

### Naive T-cell isolation and in vitro differentiation

Naive T cells were isolated by sorting CD4^+^CD25^−^CD62L^hi^CD44^low^ cells from spleens and lymph nodes (seen gating strategy in Supplementary Fig. 10a), and stimulated with the plate-bound anti-CD3 (clone 17A2; BioXCell, 5 μg ml^−1^) and anti-CD28 (clone 37.51; BioXCell, 5 μg ml^−1^) under different cytokine cocktails. The T cells were cultured with anti-IFN-γ (clone XMG1.2; BioXCell, 10 μg ml^−1^) and anti-IL-4 (clone 11B11; BioXCell, 10 μg ml^−1^) for Th0 differentiation, mIL-12 (Peprotech; catalog 210-12, 10 ng ml^−1^) and anti-IL-4 (10 μg ml^−1^) for Th1 differentiation, mIL-4 (Peprotech; catalog 214-14, 10 ng ml^−1^) and anti-IFN-γ (10 μg ml^−1^) for Th2 cell differentiation, hTGF-β1 (R&D Systems; catalog 240-B-010, 2 ng ml^−1^) with IL-2 (Peprotech; catalog 212-12, 10 U ml^−1^) for iTreg differentiation. The Th17 differentiation was performed using hTGF-β1 (0.5 ng ml^−1^) and IL-6 (Peprotech; catalog 216-16, 20 ng ml^−1^), with or without IL-1β (Peprotech; catalog 211-11B, 10 ng ml^−1^) and IL-23 (R&D Systems; catalog 1887-ML, 50 ng ml^−1^) as indicated.

### EAE and colitis

The EAE disease was induced and analyzed as previously described^33^. Briefly, the mice were immunized (s.c injection on both dorsal sides) with 150 μg MOG_35–55_ peptide in complete Freund’s adjuvant (Sigma) twice on day 0 and day 7, and 500 ng pertussis toxin (PTX, dissolved in 0.1 ml of PBS) was injected intraperitoneally the next day following immunization. The mice were monitored daily, and the disease severity was scored as follows: 0, no clinical sign of disease; 1, loss of tail tonicity; 2, wobbly gait; 3, complete hind limb paralysis; 4, complete hind and fore limb paralysis; 5, moribund or dead.

For colitis induction, the CD4^+^CD25^−^CD62L^hi^CD45RB^hi^ T cells were sorted by flow cytometry (seen gating strategy in Supplementary Fig. 10a) and transferred intravenously into *Rag1*^*−/−*^ mice (0.4×10^6^ cells per mouse) and the weight loss was monitored weekly. The mice were killed 2–3 months later and leukocytes from the lamina propria (LPL), lymph nodes and spleen were isolated and re-stimulated by PMA, ionomycin and Golgiplug for FACS analysis.

### RNA extraction and RNA-seq

WT or *Trim28*^*−/−*^ Th17 cells cultured with TGF-β and IL-6 were re-stimulated with anti-CD3 after 3 days. Total RNA was extracted by TRIZOL (Life Technologies) according to the manufacturer’s instructions and sent to BerryGenomics for deep sequencing. The sequencing reads were mapped to the *Mus musculus* genome (version mm10) using SOAP2 without quality problems. RPKM (Reads Per Kilobases per Million reads) was used to calculated genes profiling for WT or *Trim28*^*−/−*^ Th17 cells and differentially expressing genes were obtained by following the previous published method with at least twofold change and FDR lower than 0.05.

### ChIP-seq and data analysis

ChIP experiment was done following instructions of Active Motif’s ChIP assay kit (53035) with slight modifications, in which ten cycles of sonication (Bioruptor) were added after enzyme digestion, and dynabeads protein G (Life Technologies) were used for immunoprecipitations. The antibodies used for ChIP including: anti-TRIM28 (Active Motif, 61173), rabbit IgG (Abcam, ab37415), anti-pSTAT3 (CST, 9134), anti-RORγt (Abcam, ab78007), anti-p300 (Santa Cruz, sc-585), anti-phospho-PolII(Ser5)(CST, 13523), anti-H3K4me3 (Abcam, ab8580), anti-H3K27me3 (Millipore, 07-499), anti-H3K4me1 (homemade by Dr Wei Xie’s lab at Tsinghua University) and anti-H3K27ac (Active Motif, 39133). The precipitated DNA was quantified by real-time PCR or amplified with the NEXTflex^TM^ ChIP-Seq DNA Sequencing Kit (Bioo Scientific, 5143) for deep sequencing by companies (TRIM28 and H3K27Ac ChIP-seq were performed by BGI and p300 ChIP-seq by BioNova). Primers used for ChIP-qPCR are listed in Supplementary Table 3.

To analyze the sequencing data, the sequencing reads were mapped to the *Mus musculus* genome (version mm10) using Bowtie (version 1.0) with no more than two mismatches. After PCR duplicates removal by samtools, SICER (version 1.1) algorithm was used for peak calling, compared with each input control with FDR less than 1E-5. To accurately delineate the SE regions based on mm10, we followed the same approach proposed before^20^, and SE regions were obtained by the ROSE software with the following setting: -s 12500 –t 2500. To identify differential enriched regions, SICER-df was used with FDR = 1E-5. ChIP-seq data of RORγt, STAT3, p300, IRF4, BATF, H3K4me3 and H3K27me3 in Th17 cells were described before^18,32^.

### MeDIP

The MeDIP experiment was performed as previously described^17^. Briefly, the genomic DNA was purified and sonicated to size of 200–500 bp. DNA fragments were denatured and incubated with antibody against 5mC (Eurogentec), 5hmC (Active Motif), or control IgG(Abcam, ab37415) at 4 °C overnight. The precipitated DNA fragments were analyzed by qPCR. Primers used for MeDIP-qPCR are listed in Supplementary Table 3. MeDIP seq data were described before^17^.

### Chromosome conformation capture

The experiment was done following the published protocol^46^, with slight modifications, in which PstI and NsiI were used for restriction sites generation^33^ and nested PCR was used for detecting the ligation bands. Undigested Th17 genomic DNA and the *actin* locus^47^ were used for negative or positive controls for PCR reactions, respectively. *Il17p-CNS2* interaction was detected by first using primers *CNS2*-5′end-1 and *IL17p*-3′end-1, following by PCR with *CNS2*-5′end-2 and *IL17p*-3′end-2. Similarly, *Il17fp-CNS2* interaction was detected by two pairs of primers: *CNS2*-5′end-1 and *IL17fp*-3′end-1 first, then *CNS2*-5′end-2 and *IL17fp*-3′end-2. PCR primers are listed in Supplementary Table 4 and whole DNA gels are shown in Supplementary Fig. 8.

### Co-immunoprecipitation and immunoblot analysis

Th17 cells (2×10^7^) cultured under TGF-β and IL-6 for 3 days were resuspended in 1 ml lysis buffer (25 mM Τris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 5% glycerol plus proteinase inhibitors) and incubated on ice for 30 min. Cells were sonicated for 5 cycles, pelleted by centrifugation, and 10 μl anti-TRIM28 antibody (CST, catalog 4123) or control IgG antibody was added to and incubated with the supernatant at 4 °C overnight. The next day, the immune complex was captured by Dynabeads protein G, washed thoroughly by lysis buffer for four times and eluted by adding 1× SDS sample loading buffer at 95  °C for SDS-PAGE fractionation and immunoblot analysis. The following antibodies were used for immunoblotting: anti-TRIM28 antibody (CST, catalog 4124), anti-RORγt (ebioscience, 14-6988-82), anti-STAT3 (CST, 12640).

### Statistical analysis

The statistical significance was determined by Student’s *t* test (two-tailed, *p < 0.05; **p < 0.01; ***p < 0.005), unless otherwise specified. All error bars shown in this article represent SDs. The variance between groups in all the experiments were similar.

### Data availability

All the RNA-seq and ChIP-seq data have been deposited in the GEO database under the accession codes: GSE98427 and GSE108598. All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

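RNA-seq was done on Th17 cells made in vitro from naive CD4+ T cells of WT and *Trim28*-/- mice, cultured for 3 days with 0.5 ng/ml TGF-β and 20 ng/ml IL-6 and re-stimulated with anti-CD3. There was 1 library per genotype. According to the paper, the reads were mapped to mm10 with SOAP2, expression was given as RPKM, and differentially expressed genes were taken at a change of at least 2-fold and an FDR under 0.05 by a published method that the paper's text gives by reference. The authors deposited, for each library, raw counts of uniquely assigned reads per gene, without normalization. The heading of each deposited count table gives the library's total, which equals the sum of its counts, 6650066 for WT and 6185108 for KO. Genes without reads are not listed, so a gene listed in only 1 of the tables was given 0 reads in the other. The counting program, the annotation and the handling of reads that fit several genes are not stated in the paper's text, and reads lost at that step cannot be recovered from counts. ChIP-seq samples of the study were not analysed here.

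Gene positions, exon numbers and transcripts per gene were taken from the RefSeq annotation of GRCm38 (the assembly behind mm10), and the length and GC content of the longest transcript from GENCODE M21. Of the 13704 gene names, 12840 matched an annotated symbol and 804 a unique older symbol, and 60 matched none. A transcript length was found for 99.2% of the tested genes.

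Counts were scaled to the library totals, and log2 fold changes were computed with 0.5 added to each count. The 10881 genes with at least 10 reads over both libraries were tested with a two-sided exact binomial test against the KO library's share of all reads, with Benjamini-Hochberg adjustment, in SciPy 1.17.1. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. With 1 library per genotype a test on reads compares the libraries, not the genotypes, and edgeR's quasi-likelihood test has no residual degrees of freedom. Exact (Clopper-Pearson) 95% intervals of fold changes cover counting error only. Wilson 95% intervals of shares treat the called genes as independent. Genes are not independent replicates, so these intervals are likely too narrow. At these depths 3 reads, the smallest level taken as shown, are 0.451 CPM in the WT library and 0.485 CPM in the KO library. Gene lists were described by their median log2 fold change and its percentile among 10000 random lists of the same size matched on deciles of mean expression. No p-value was given for a list. The transcription factor and Treg lists hold the genes that the paper names, and the cytokine, Th17, imprinted and cell marker lists were written from general knowledge before the data were examined.

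The genes named in the text were fixed by a rule before the data were examined: every gene that the paper names in its text on RNA-seq and real-time PCR and in Fig. 2b and 2c, the 5 largest falls and the 5 largest rises among called genes with at least 50 reads in the library where they are higher, and the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Of these, 1 gene is not reported here.

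The alternatives, also fixed before the data were examined, were TMM normalization and assumed coefficients of variation of 0.1, 0.2 and 0.4 with the exact test of edgeR 4.0.16, size factors of DESeq2 1.42.0, upper-quartile scaling, 5 in place of 0.5 added to each count, 3 other filters on low counts, loess curves (statsmodels 0.14.6, span 0.3) against transcript length or GC content, leaving out the X and Y chromosomes, the Audic-Claverie test, an adjusted p under 0.001 and a fold change of at least 1.5. No alternative was added later. The loess curve was taken off each log2 fold change and put into the expected share of the test.

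The calculations were tested on simulated data drawn from the real genes' means and library totals. Of 200 genes changed 4-fold, 199 were called in the right direction, and 3 of 10670 unchanged genes were called. With a simulated length trend and no changed genes, 93 genes were called without the length correction and 0 with it. With edgeR's exact test and simulated variation of 0.2, 196 of 200 genes changed 8-fold were called. R 4.3.3 and Python 3.11.15 were used.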

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

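The rule that picked these genes, the length correction and edgeR's exact test at an assumed variation of 0.4 were fixed before the data were examined. Their use as checks on these genes was chosen only after the results were seen.

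Among called genes with at least 50 reads in the library where they are higher, 9 of the 10 with the largest falls and rises are not named in the paper and have a signal far above the smallest that the depth can show. The largest falls were *Col4a2* (log2 fold change -8.73, 227 reads in the WT library and 0 in the KO library) and *Col4a1* (-7.95, 132 and 0 reads), neighbouring collagen genes on chromosome 8 from 11312805 to 11449287 and from 11198423 to 11312889. They were followed by *Ppp1r3e* (-7.40, 90 and 0 reads) on chromosome 14 from 54875597 to 54877538 and *Slc1a1* (-4.96, 83 and 2 reads) on chromosome 19 from 28835135 to 28913960. The largest rises were *Clec12a* (7.34, 0 and 75 reads) on chromosome 6 from 129349783 to 129365303, *Ccnb1ip1* (6.90, 0 and 55 reads) on chromosome 14 from 50789249 to 50795728, *Myo5b* (4.55, 2 and 54 reads) on chromosome 18 from 74442364 to 74772698, *Pgpep1l* (4.44, 25 and 516 reads) on chromosome 7 from 68235521 to 68264484 and *Wdfy4* (4.36, 44 and 847 reads) on chromosome 14 from 32959547 to 33193855. The ratios to 0 reads depend on the 0.5 added to each count.

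Depth and transcript length were checked, although genes picked for very large changes could hardly have failed these checks. The bound of the exact 95% interval nearer to 0 was at least 2.94 on the log2 scale away from it, the smallest being that of *Myo5b*. All 9 genes kept a change of more than 2-fold in the same direction after the length correction. With edgeR's exact test at an assumed coefficient of variation of 0.4, 8 of the 9 were still called, all but *Myo5b*. That test assumes the variation and does not measure it, so the changes cannot be told apart from a difference between the 2 cultures or the mice they came from, such as a variant carried by some of the mice. An effect of *Trim28* loss on these genes remains a hypothesis that replicate libraries could test.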

How the results depend on the processing

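The settings were varied 1 at a time, and all alternatives were chosen before the data were examined. The causes of the changes given here were not tested.

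The number of genes called lower (602) and higher (280) stayed within 1.5 times under TMM normalization, DESeq2's size factors, upper-quartile scaling, a pseudocount of 5, the filters of at least 1 read or at least 1 CPM, the corrections for transcript length and GC content, leaving out the X and Y chromosomes, the Audic-Claverie test and edgeR's exact test with variation 0.1. It fell to 389 lower and 184 higher with at least 10 reads required in each library, to 370 and 170 at an adjusted p under 0.001, to 131 and 65 with edgeR's exact test at variation 0.2, and to 9 and 7 at variation 0.4. It rose to 1248 and 764 at a fold change of at least 1.5. Genes called lower were the majority under every one of these settings. Their percent (68.3) left its Wilson interval with the length correction (63.6), with the GC correction (65.1), at a fold change of at least 1.5 (62.0) and at variation 0.4 (56.2, with an interval from 33.2 to 76.9 that includes 50).

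The median of the cytokine list (-0.23) fell to -0.39 with the length correction, which put it below the central 95% of the random lists. The median of the Treg list (-0.18) turned positive with the length correction, at 0.04, as did *Ikzf2* at 0.04 and *Ikzf4* at 0.03. The medians of the transcription factor list and of the Th17 list kept their direction and their side of the random lists under every alternative run.

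For the 74 genes with reads chosen by the rule in the processing summary, 1081 values were computed under the alternatives other than a fold change of at least 1.5. Of these, 976 kept their direction and call, 102 kept their direction but lost the call, 1 (*Foxp3* with at least 1 CPM in at least 1 library) gained a call and 2 changed direction. Of the lost calls, 44 came with variation 0.4, 23 with variation 0.2 and 11 with the length correction. A gene that a filter or correction leaves out has no value under it. Calls gained at a fold change of at least 1.5 are not counted in these values. *Irf4* (log2 fold change -0.85), *Batf* (0.76) and *Il23r* (-0.76) are among the genes that pass that lower limit. The depth limits genes such as *Foxp3*, *Ccrl2*, *Hlx*, *Csf2*, *Ikzf2* and *Il2*, each with fewer than 50 reads over both libraries.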

Differences from the paper's values

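With the settings given in the processing summary, none of the paper's numbers of changed genes differed from these values by more than 1.5 times. The paper gives 652 genes lower and 325 higher, 977 in all, against 602, 280 and 882 here, and 67% lower against 68.3%. With DESeq2's size factors or upper-quartile scaling, both set before the data were examined, the percent lower was 67.0 and the percent higher 33.0, the paper's 67% and 33%. No setting gave the paper's counts; among genes with at least 1 CPM in at least 1 library they were 641 and 295.

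The paper's text names *Rora* among the transcription factors that loss of *Trim28* did not affect in real-time PCR, and says of the RNA-seq that key transcription factors other than *Foxp3* were not impaired, while its Fig. 2c lists *Rora* among the genes that fell. Here *Rora* was called lower, with a log2 fold change of -2.40. *Gata3* is drawn slightly lower in Fig. 2b and had a log2 fold change of 0.52 here, and *Il2* is drawn higher in Fig. 2b and had one of -0.34 with 22 and 16 reads, which does not exceed counting error. Real-time PCR and RNA-seq were separate measurements.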

Other observations

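The tests of transcript length against gene span, depth and GC content, of neighbouring genes, of mitosis genes and of transcripts per gene were chosen only after the results were seen, and the others before.

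More genes were called lower than higher in the KO library, and 5 technical explanations were tested. The percent lower was 65.8 with TMM normalization, 63.6 after correction for transcript length and 65.1 after correction for GC content, and 70.7 among called genes with at least 100 reads in the library where they were higher. The share of reads taken by the 10 genes with the most reads differed by -0.19 percentage points between KO and WT. None of these accounts for the majority of lower genes by itself. Counts simulated without any effect of genotype gave 356 called genes at a coefficient of variation of 0.2 between cultures and 2457 at 0.4, against the 882 seen, so the number of called genes cannot be told apart from variation between cultures of that size, which 1 library per genotype does not show. In these simulations 48.0% and 51.2% of the called genes were lower. The variation was drawn independently for each gene and alike for both libraries, so a nearly even split was built in. These shares therefore cannot tell whether variation that many genes share would give a majority of lower genes.

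Log2 fold changes fell with transcript length. Their median was 0.29 in the 1 of 10 groups of tested genes with the shortest transcripts and -0.44 in the group with the longest, and Spearman's rho across genes was -0.37. Low counts do not account for this, since rho was -0.49 among genes with at least 100 reads in each library, nor do the changed genes alone, since it was -0.37 among genes changed by less than 2-fold. The partial rho given GC content was -0.35. The span of the gene on the genome, which would bear on transcription across long genes, had a partial rho of -0.07 given transcript length, against -0.27 for transcript length given the span. A shift of most genes with transcript length is consistent with a difference in RNA integrity or in the preparation of the 2 libraries, which could not be tested on gene counts, and a biological cause is not excluded. In Fig. 2c it bears most on the long genes *Kmt2a*, *Kmt2c* and *Kmt2d*, whose log2 fold changes of -1.05, -1.22 and -1.27 became -0.39, -0.60 and -0.55.

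Mitosis genes were higher in the KO library. Several were seen among the called genes, so a list of 26 others was made. Of the 25 tested, 23 were higher in the KO library and 7 were called, with a median log2 fold change of 0.83. After correction for transcript length the median was 0.91, at percentile 100 of the random lists, and all 25 were higher. It stayed between 0.68 and 0.93 under every scaling, filter and correction run. Histone genes (symbols starting with Hist), which belong to the chromatin assembly pathway of Fig. 2e, had a median of 1.01, also at percentile 100, with 20 of 24 higher and 7 called higher against 2 called lower. After the length correction it was 0.76. Both lists could follow from a larger share of dividing cells in the KO culture at harvest. These libraries cannot tell that hypothesis apart from a difference between cultures. The paper's own measure of division, CFSE dilution in vitro, does not show more division of KO cells. It reports a mild defect of KO cells at low stimulation of the T-cell receptor and no obvious defect at high stimulation. That was a separate measurement. Histone messages mostly lack a poly(A) tail and many are near-identical in sequence, so their counts also depend on RNA selection and on how shared reads were assigned.

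Glutathione S-transferase genes did not rise as a family: the median of the 11 tested genes whose symbol starts with Gst was 0.01, at percentile 59.6, and 3 were called higher. With at least 10 reads required in each library (9 genes), or at least 1 CPM in at least 1 library, the median was 0.46, at percentiles 99.4 and 99.5, so this depends on the genes with few reads.

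Since TRIM28 is widely regarded as a co-repressor, imprinted genes and zinc finger genes were tested for a rise. Of 57 imprinted genes, only 15 had enough reads to be tested. Their median log2 fold change was -0.14, at percentile 27.7, with 2 called lower and 0 called higher. The median of 273 tested genes whose symbol starts with Zfp was -0.18, at percentile 0.14, lower and not higher than the random lists. Of these Zfp genes, 12 were called lower and 3 higher. After correction for GC content their median was -0.11, at percentile 1.53, with 9 called lower and 4 higher. Neither list as a whole gave a sign of release from repression in these libraries. A list median would not show the release of single genes or of genes with too few reads to be tested.

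The fall of *Uty* in Fig. 2c is not accounted for by the sex of the mice. Of the other Y-linked genes, 0 fell by 2-fold: *Ddx3y* had a log2 fold change of -0.57 (730 and 456 reads), *Kdm5d* -0.73 (374 and 209 reads) and *Eif2s3y* 0.39 (377 and 459 reads). *Xist* was listed in neither library. After correction for transcript length *Uty* was at -0.92.

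RNA from macrophages was tested for *Cd5l* and *Pltp*, which rose. Of 16 other macrophage marker genes, 12 had no reads in either library. The median of the 3 tested was -0.34, at percentile 40.5, which gives no sign of such RNA; with all genes that had at least 1 read the median of 4 was 0.19, also within the random lists. Of 11 B cell marker genes, 5 were tested, with a median of -1.17 at percentile 1.36.

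Several called genes are neighbours, such as *Gstt1*, *Gstt2* and *Gstt3*, or *Col4a1* and *Col4a2*, and chromosome segments from another strain were considered as a candidate explanation. Of 880 called genes with a position, 200 had another called gene within 100 kb, against a median of 215 when the calls were permuted among tested genes of similar expression (permutation p = 0.82, one-sided). Without overlapping genes and genes with related symbols the count was 166 (permutation p = 0.95). Taken over all called genes, they therefore did not lie closer together than in the permutations. Such a count cannot exclude a small number of segments, so that explanation stays open for single groups of genes. *Ccnb1ip1* and *Pnp*, for example, lie in the same run of called neighbours on chromosome 14. Within 10 Mb of *Trim28*, 16 tested genes were called and 113 were not (12.4% called) against 8.06% elsewhere (two-sided Fisher's exact test, p = 0.0751), which leaves open a segment carried along with the floxed allele.

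Among tested protein-coding genes, those with several annotated transcripts had fewer reads: the median over both libraries was 556 reads with 1 RefSeq transcript, 263 with 2, 199 with 3, 219 with 4 and 168 with 5 or more. The share of genes with 0 reads went the other way, at 47.7% with 1 transcript and between 28.9% and 32.7% with more. *Ptprc*, which encodes CD45 and has 3 transcripts, had only 35 and 13 reads. A candidate explanation is reads shared between transcripts of 1 gene left out of the count. Across 4756 genes with 2 or more transcripts, however, reads did not rise with the share of exonic bases that belong to a single transcript (Spearman's rho -0.01), which goes against it.

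For *Il2*, which the paper describes as barely affected by real-time PCR, the libraries held 22 and 16 reads, a log2 fold change of -0.34 (95% interval from -1.38 to 0.64). *Csf2* had 7 and 9 reads (0.45, from -1.13 to 2.13). A 2-fold fall of either gene lies within its interval, so it was not detectable at this depth.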
